A study of Mus musculus with 113 samples. Its data were reported in "Permissive selection followed by affinity-based proliferation of GC light zone B cells dictates cell fate and ensures clonal breadth" (2021).

How the data were processed

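RNA was measured in single germinal centre (GC) B cells from spleens of mice that carry a GFP fusion at the Myc locus, sorted as B220+ CD19+ CD38low CD95+ cells with cMyc-GFP after immunization with the hapten carrier NP-CGG in alum. Each cell gave 1 library, made with a microfluidic capture system and a SMARTer cDNA kit without molecular identifiers. The cells came from 6 captures that share 3 capture codes. The labels do not say which mouse a cell came from or what a capture code stands for, so all cells were treated as 1 sample with no known biological replicates.

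The deposited file holds 1 value per gene and cell, and the authors' values were taken as signal, a unit for gene counts multiplied or divided by factors. The unit had been taken as counts when the design was fixed, before the data were examined. Of 335579 values above 0, 0.430% were whole within a tolerance of 0.001. The values were whole numbers multiplied by a repeating sequence of factors that ran down the genes and did not belong to the column, and 100% were whole after division by that sequence. With the factors shifted by 1 gene, 0.518% were whole. The factors lay between 0.000103 and 6.63, with a median of 1.24. The recovered whole numbers were used as read counts for all main values, and the deposited values as they stand served as an alternative chosen after the data were seen. The ratio of deposited to recovered total per cell was 1.16 to 1.98. The labels give the genome build GRCm38 and name Picard, and they do not state the aligner, the gene counter or the rule by which the genes in the table were chosen. The table matched 8827 identifiers to a gene symbol and left 79 unmatched. Genes that a list holds but the table lacks were not analysed here.

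Cells were kept with 50000 or more counts, 1000 or more detected genes and at most 25% of counts in mitochondrial genes. Counts were scaled to CPM, counts divided by the total of the cell on a per-megaread scale, and a transcript was called present at 10 CPM or more. Shares of cells carry exact Clopper-Pearson intervals at 95%, and a count of 0 cells allows a share of up to 3 cells of the total. Reads without molecular identifiers are not independent molecules, so intervals and limits cover counting error only. Levels are given as the mean and standard deviation (SD) over the 3 capture codes. The labels do not say how the codes relate to animals, so this SD is not a spread between known replicates.

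The genes that vary between cells were ranked by the variance of log2(CPM + 1), centred per capture, above a running median trend over mean expression. Association was measured as Spearman's rho across cells within each code, on values centred per capture, and averaged over the codes. Centring moves the zeros of a code's captures against each other before ranking, so the rho of a code is not purely a within-capture association. For a gene list, the median rho of its members is given, without the gene itself, with its percentile among 10000 random lists matched on mean expression in 20 bins. The rho of each member was averaged over the codes before the median was taken. The SD beside it is that of the list medians of the single codes, so the value can lie outside those medians. Lists needed 3 or more members with a mean of 5 CPM. Cells are not replicates, so no p-value was computed, and a percentile describes these libraries alone. A rho or difference was called when its sign was the same in all codes and its mean, or for a list its median, exceeded the SD over codes.

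The class of a cell was the heavy chain constant gene with 50% or more of the heavy chain constant counts, given 10 or more of them. The lambda share used Iglc2 against Igkc in cells with 10 or more light chain counts, and VH186.2 use was called where Ighv1-72 had the most counts of the Ighv genes, again with 10 or more. IgG1 and IgM cells were compared by summing counts per code and class and taking the log2 ratio of CPM with a pseudocount of 1 in each code with 3 or more cells of both classes. For a list, the median of its members' mean log2 ratios over codes is given, which can lie outside the medians of the single codes. Cells were grouped with 500 variable genes, from which all genes of the fixed lists and immunoglobulin, sex-linked, mitochondrial and ribosomal protein genes had been removed, by 10 principal components of log2 values and Ward clustering into 5 sets, the number the study had. The sets were numbered by size. A cell counted as having signs of 2 cells when more than 20% of its counts of Ighv genes, or of both light chain classes, came from each of 2 kinds, or when it held both Xist and Y-linked transcripts.

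The comparisons, the cell filter, the gene lists and the rule for named genes were set before the data were examined. By that rule, the genes named are those of the lists, the 25 variable genes with the largest excess variance above 0 in every code, the 10 highest and 5 lowest rho of the same sign in all codes for Myc and each surface marker, and the 12 highest and 12 lowest log2 ratios. Ranking by rho used genes with a mean of 20 CPM and 10 CPM in 20% of cells. Where the list of partners is long, the text gives its protein-coding genes with the clearest known roles. The trend window, the minimum counts for light chain and VH186.2 calls, the minimum list size, the expression bins and the unscaled components were fixed while the code was written. Which results count as the main ones for the comparison of settings, and which have their ranges printed, was decided after their values were seen.

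The lists called plasma cell genes of the study and memory genes of the study were chosen by the study on related data, so they are not independent evidence. Alternatives were no cell filter, a minimum of 2000 detected genes, pooled size factors, library sizes by the trimmed mean of M-values (TMM), leaving out each code, leaving out cells with signs of 2 cells, Pearson's r, no centring, regression on detected genes, another class threshold, another pseudocount, other numbers of sets or variable genes, and the deposited values. Pooled size factors and TMM were written in Python after the published methods, and the R packages that hold them were not run. The comparisons were tested on simulated data with planted changes. Planted genes changed 4-fold between classes had the planted direction in every code used in 58% of cases, against 85% for 16-fold changes. Of unchanged genes, 48.6% also had the same direction in every code used. Planted partners of a marker had a median rho of 0.223. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.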

Results

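The cells were GC B cells sorted for cMyc-GFP, the state in which GC B cells selected with T cell help resume growth and division. The question named for the series was how heterogeneous these cells are at single-cell level. All cells belonged to 1 group and fell into 3 capture codes, with 45, 35 and 33 cells. Total counts per cell were 217976 to 2857031 with a median of 1168639, and 781 to 5851 genes were detected with a median of 2691. The filter kept 78 cells, of which 32, 26 and 20 came from the codes FL110216, FL140316 and FL150216. It removed 35 cells with over 25% mitochondrial counts, and 1 cell had under 1000 genes. The kept cells had 321481 to 2857031 counts and 1374 to 5851 genes, and the rho of total counts and detected genes was 0.629. The labels identify no biological replicates for any value.

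The sorted cells carried B cell transcripts almost without exception. Cd79b, a chain of the B cell receptor complex, and Ms4a1, which encodes CD20, were each present in 76 of 78 cells (97.4%, interval 91 to 99.7). The B lineage list had a median of 87.8% of cells per gene, and 76 cells had 3 or more of its genes. Transcripts of the GC programme were less often detected. Bcl6, the repressor that GC B cells need, was present in 34.6% of cells (24.2 to 46.2), Aicda, the deaminase behind somatic mutation, in 23.1% (14.3 to 34), and Fas in 33.3% (23.1 to 44.9). At least 3 GC B cell genes were present in 54 cells (69.2%), with a list median of 32.7% of cells per gene. Of the T cell list only Lck was in the table, in 15.4% of cells, and of the myeloid cell list only Itgam, in 2.56%. Erythroid cell, platelet and stromal genes were not in the genes analysed here.

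Myc transcripts were found in fewer than all of the cells sorted for the fusion protein. Myc, the growth regulator that marks selected cells, on chromosome 15 from 61985391 to 61990374 of GRCm38 (ENSMUSG00000022346), was present in 34 of 78 cells (43.6%, 32.4 to 55.3), at 221 ± 60.4 CPM (SD, n = 3 codes). Across the alternatives its share stayed between 37.9% and 52.6%. Transcripts of Myc target genes ranged from rare to common. Ncl and Npm1, which serve ribosome assembly, were present in 74 and 72 cells, and Rrs1 of the same list in 15.4%, while the other Myc targets had a median of 31.4% of cells per gene. The chaperone Hsp90ab1 was present in all 78 cells at 3480 ± 1230 CPM. Cd74, the invariant chain of antigen presentation, reached 6501.5 ± 307 CPM, and the antigen presentation list had a median of 80.1% of cells per gene. The chaperones had a median of 66.7% and the ribosome biogenesis genes of 55.8%.

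The study divided cMyc+ GC B cells by 5 surface markers in flow cytometry of other cells, and the transcripts of these markers differed here in how often they were seen. Fcer2a, which encodes CD23, a low-affinity IgE receptor of light zone and follicular B cells (ENSMUSG00000005540, chromosome 8 from 3681737 to 3694175), was present in 74.4% of cells (63.2 to 83.6). Its level was 1322 ± 93.7 CPM. Cr2, encoding the complement receptors CD21 and CD35 (ENSMUSG00000026616, chromosome 1 from 195136811 to 195176716), was present in 64.1% (52.4 to 74.7) at 939 ± 342 CPM. The costimulatory ligand Cd86 (ENSMUSG00000022901, chromosome 16 from 36603869 to 36666081) was present in 39.7% (28.8 to 51.5) at 291 ± 276 CPM. Cd69, an activation marker that retains cells in tissue (ENSMUSG00000030156, chromosome 6 from 129267325 to 129275436), was present in 37.2% (26.5 to 48.9) at 122 ± 23 CPM. Cxcr4, the chemokine receptor that draws cells to the dark zone (ENSMUSG00000045382, chromosome 1 from 128588199 to 128592293), was present in 21.8% (13.2 to 32.6) at 23.3 ± 8.47 CPM. In 38 cells 3 or more of the 5 transcripts were present, and in 4 cells none was.

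**Figure D1:**
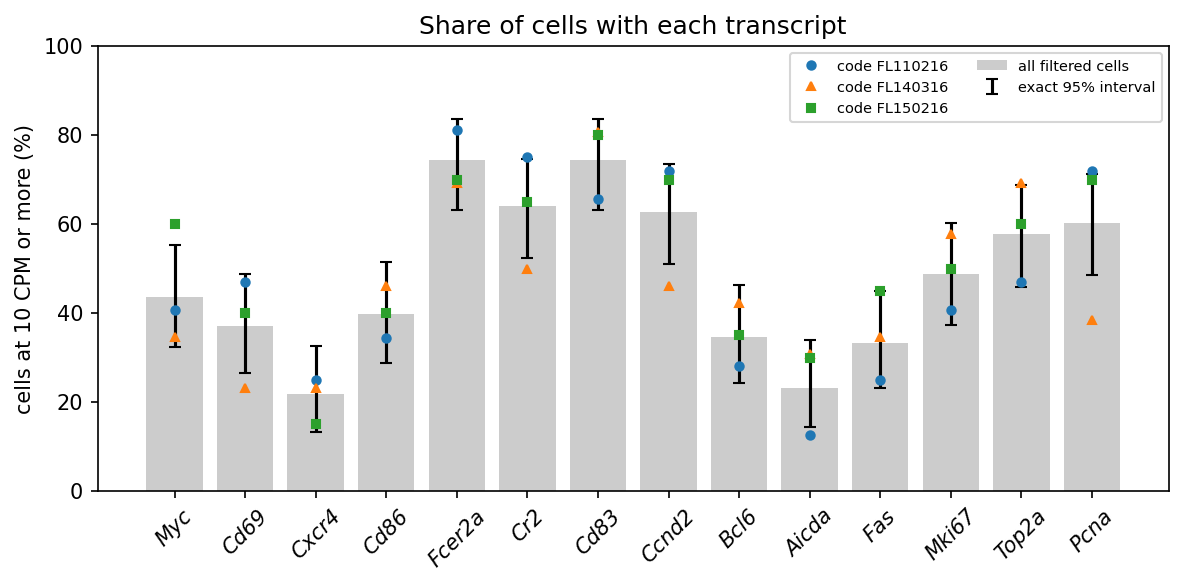
Share of the filtered cells with each transcript at 10 CPM or more, in percent, with bars for all 78 cells, lines for exact 95% intervals and points for the 3 capture codes. Fcer2a and Cd83 were each present in 74.4% of cells and Cxcr4 in 21.8%.

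Cell cycle transcripts were each seen in part of the cells, with a median of 19.2% of cells per gene for the G2/M list and 29.5% for the G1/S and S phase list. Mki67, a marker of cycling cells, was found in 48.7% of cells (37.2 to 60.3), and Top2a, a topoisomerase of dividing cells, in 57.7% (46 to 68.8). Mki67 or Top2a was found in 50 cells (64.1%, 52.4 to 74.7). Pcna, the clamp of replicating DNA, was present in 60.3% (48.5 to 71.2), and at least 1 Mcm helicase gene in 69.2% (57.8 to 79.2). Ccnd2, the D cyclin induced by Myc, was present in 62.8% (51.1 to 73.5). With no cell filter the share with Mki67 was 61.1%. Mki67 was as frequent in cells with Myc (16 of 34, 47.1%) as in cells without (22 of 44).

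Genes were ranked by their variation between cells, and the ranking was not tested for shared functions. Slc25a5, a mitochondrial ADP and ATP carrier, led with an excess variance of 12.1, followed by Fcer2a at 11.2 and Cd83, a marker of activated light zone cells, at 11.1. Csde1, an RNA-binding protein, and Canx, a chaperone of the endoplasmic reticulum, followed at 10.6 and 10.5. The 25 genes also held Ubc, Cd19, Arl5c, Zc3hav1, Ptp4a2, Tuba1b, Sept2, Siglecg, Bank1, Il4i1, Ptges3, Ppp1r16b, H2afz, Mki67, Ccnd2, Gimap6, Cd72, Ddx39, Hspa5 and Ptpn6. Among these, Siglecg, Bank1, Cd72 and Ptpn6 restrain or tune B cell receptor signalling. Among immunoglobulin genes Ighm reached 24.2, Ighg1 16.1 and Igkc 13.7. Only 2 of the 25 were also among the first 25 by the squared coefficient of variation, and 15 remained when code FL140316 was left out.

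Co-expression of the markers asked whether their transcripts mark separate cells. The study picked the markers from its own single-cell clusters, so these values are not independent evidence of separate cells. Over the cells of a code, Fcer2a tended to occur with Cd86 and with Cr2, and Cxcr4 tended to be absent where Fcer2a was high. The rho of Cd86 and Fcer2a was 0.248 ± 0.0334 (SD, n = 3 codes) and positive in 5 of 6 captures. The rho of Fcer2a and Cr2 was 0.244 ± 0.165, positive in all codes but in only 3 of 6 captures, and was 0.149 without FL150216. In FL150216 the rho of this pair was 0.434, with −0.197 and 0.880 in the captures of that code. Cd69 and Fcer2a had a rho of 0.214 ± 0.120. Cxcr4 and Fcer2a had a rho of −0.220 ± 0.147, negative in 5 of 6 captures, and Cxcr4 was present in 9 of 58 cells with Fcer2a (15.5%) against 8 of 20 without (40%). Cxcr4 and Cd86 had a rho of 0.136 ± 0.111 (0.0802 without FL110216), and Cd69 and Cd86 of 0.110 ± 0.0889 (0.0607 without FL150216). Cd69 and Cr2 had a rho of −0.120 ± 0.0252, which became 0.0824 with no cell filter and 0.0153 without cells with signs of 2 cells. Cd86 and Cr2 had a rho of 0.0961 ± 0.139, with −0.00678 in FL110216 and 3 of 6 captures negative. Like Cd69 with Cxcr4 and Cxcr4 with Cr2, this pair had no shared sign over the codes. The sign in a code can differ from that in its captures. Cd69 and Cxcr4 had −0.134 in FL140316, with 0.103 and 0.0809 in the captures of that code.

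Cd86 and Fcer2a went with other light zone and CD40 response genes, and Cr2 with light zone genes. The NF-kB and CD40 response list, genes switched on by T cell help, had a median rho of 0.253 ± 0.0825 with Cd86, and all 15 members were positive, a median above all of the matched random lists (percentile 100). Among its members, Cd83 had a rho of 0.377 with Cd86, the NF-kB inhibitor Nfkbia 0.346 and the NF-kB subunit Nfkb2 0.308. Regression on detected genes left the median of Cd86 at 0.135. With Fcer2a the same list had a median rho of 0.197 ± 0.0303 and the light zone list 0.246 ± 0.136, with 7 of 8 light zone members positive. The NF-kB and CD40 response medians with Fcer2a were 0.134, 0.147 and 0.192 in FL110216, FL140316 and FL150216. Il4i1, an enzyme induced by IL-4 and CD40, had a rho of 0.429 with Fcer2a. With Cr2 all 8 light zone members were positive and their median was 0.158 ± 0.0135, a percentile of 99.93, while the NF-kB and CD40 response list had 0.0324 ± 0.0540 with Cr2, within the SD over codes, with 9 of 15 members positive. The light zone list holds Cd86, Fcer2a and Cr2, each left out of its own median. It shares Cd83, Cd40 and Icam1 with the NF-kB and CD40 response list, so the results of these lists are not separate evidence. With Cd86 the light zone list had a median rho of 0.203 ± 0.0691, with 7 of 8 members positive. It was 0.264, 0.129 and 0.222 in FL110216, FL140316 and FL150216. The T cell help receptors had a median rho of 0.150 ± 0.0716 with Fcer2a, and 0.0963 without FL150216.

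Fcer2a ran against the G2/M list and the plasmablast and plasma cell list. All 24 G2/M members had a negative rho with Fcer2a, with a median of −0.127 ± 0.126, and Mki67 had −0.342. In code FL140316 that median was −0.00244, and without FL110216 and FL140316 in turn it was −0.0676 and −0.213. The plasmablast and plasma cell list had a median of −0.155 ± 0.0782 with Fcer2a, with 1 of 6 members positive, and the DNA damage and oxidative stress list −0.115 ± 0.105, which became −0.0692 and −0.194 when the same codes were left out. Of the 10 plasmablast and plasma cell genes, Prdm1, Sdc1, Tnfrsf17 and Fkbp11 were not in the table, here and in all other comparisons. The chaperones had −0.107 ± 0.130, within the SD over codes. The G1/S and S phase list had −0.141 ± 0.210 with Fcer2a and was positive in FL140316 (0.0539), and the plasma cell genes of the study had 0.108, with 4 of 6 members positive and no shared sign. Cr2 had −0.114 with the G2/M list, of a different sign in code FL140316. The G2/M list was positive with Cd86, with 22 of 24 members and a median of 0.129 ± 0.0984, or 0.216 without FL140316.

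Cxcr4 went with the G2/M list and against the memory genes of the study. The median rho of Cxcr4 with the G2/M list was 0.145 ± 0.0848, and 20 of 24 members were positive. Without FL110216 it was 0.0901. With the translation factors it was 0.153 ± 0.0552, and 0.0996 without FL150216. The memory genes of the study had a median of −0.167 ± 0.0753 with 1 of 8 positive, below nearly all random lists (percentile 0.02). Among them S1pr1, the receptor that leads cells out to the blood, had a rho of −0.333 and Sell, the homing receptor CD62L, −0.326, and each was present in few cells (5 and 7). Centring shifts zeros between captures, so a rho can partly reflect captures, also for a gene in few cells. Ddx3y, at 10 CPM in 0 of 32 cells of FL110216, had −0.272 with Cxcr4 in that code. The memory genes of the study were present in a median of 10.9% of cells per gene. The naive follicular B cell list, which shares Sell and Klf2 with these, 2 of its 4 members, had a median of −0.131 ± 0.0895, with −0.235 without FL140316 and −0.0761 without FL150216. The dark zone list had a median of 0.0978 with Cxcr4, with no shared sign over the codes.

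Cd69 went with the number of genes detected, and most lists, random lists among them, were positive with it. All 24 G2/M members were positive with Cd69 (median 0.191 ± 0.119), as were all 14 other Myc targets (0.176 ± 0.0123), and the 6 plasma cell genes of the study (0.187 ± 0.0171). Their random lists had medians of 0.118, 0.119 and 0.125, and the 3 lists stood at percentiles of 98.67, 91.75 and 84.62. In FL110216, FL140316 and FL150216 the plasma cell genes of the study had medians of 0.222, 0.229 and 0.254, all above the 0.187 given. The memory B cell list, with 3 of its 7 genes in the table, had a median of 0.198 ± 0.146 with Cd69, and 2 of the 3 were positive. Cd69 had a rho of 0.398 ± 0.110 with the number of detected genes. After regression on that number the G2/M median was −0.0121, the G1/S and S phase median −0.0485 and the memory B cell median −0.0328, while the plasma cell genes of the study had 0.205. Ccnd2 had a rho of 0.446 ± 0.0254 with Cd69.

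Myc transcripts went with translation factors and had no shared sign over the codes with division lists. All 8 translation factors were positive with Myc, with a median rho of 0.177 ± 0.0613 (percentile 99.49). The chaperones had 0.126 ± 0.0649, with 11 of 12 members positive, and the antigen presentation list 0.148 ± 0.0908. The chaperones had 0.068 without FL140316, and the antigen presentation list 0.0938 without FL150216. The ribosome biogenesis list had a median of 0.0210 ± 0.115 with Myc and the other Myc targets 0.0549 ± 0.128, and neither had a shared sign over the codes. In the G2/M list 4 of 24 members were positive with Myc, with a median of −0.103 ± 0.127, and −0.0167 without FL150216. In the G1/S and S phase list 16 of 22 were positive, with a median of 0.0256 ± 0.149, and 0.102 without FL150216. The immediate early and apoptosis lists had medians of 0.0404 and 0.0457 with Myc, also without a shared sign. Myc had a rho of −0.360 ± 0.128 with the mitochondrial share of counts.

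**Figure D2:**
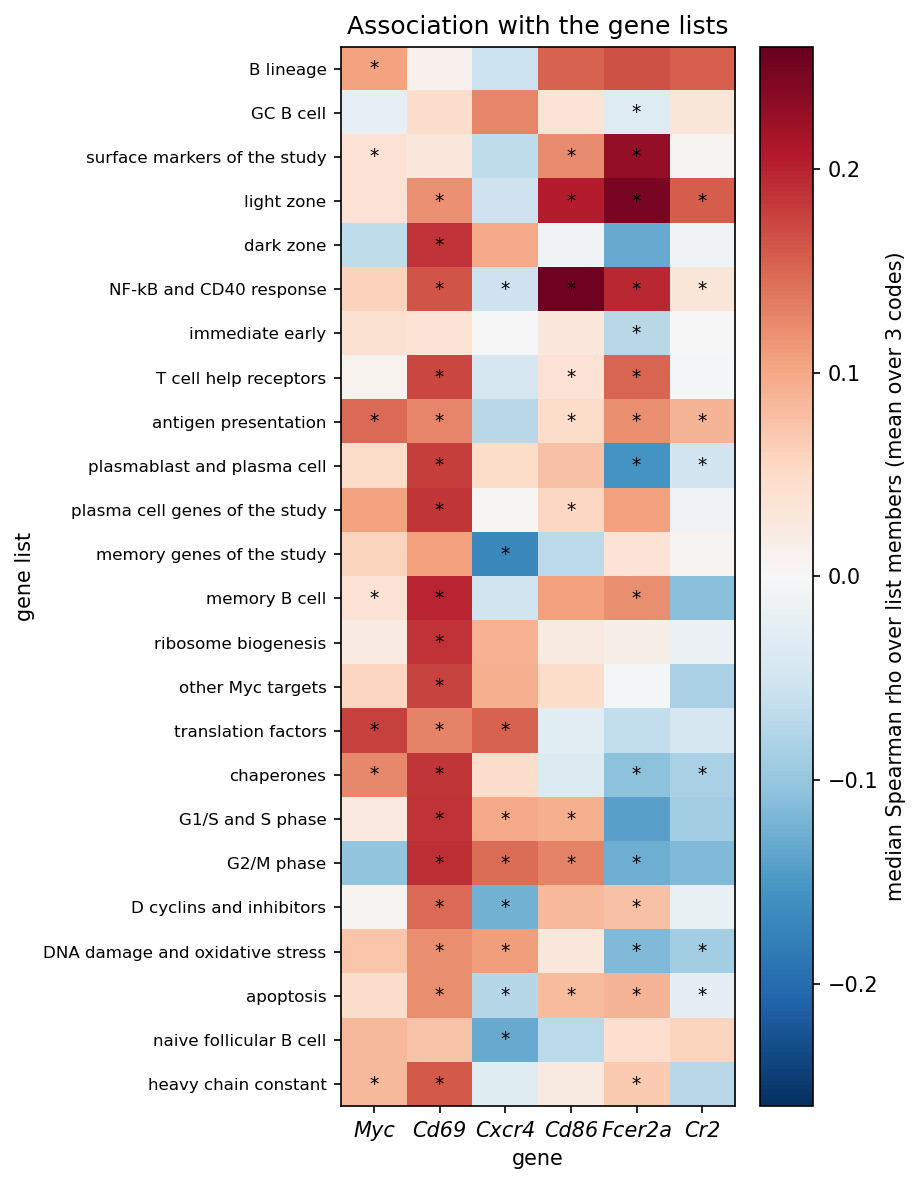
Median Spearman rho between each gene (columns) and the members of each gene list (lines of the map), on a colour scale from negative in blue to positive in red, with a star where the medians of the 3 codes share a sign. The highest median, 0.253, was that of Cd86 with the NF-kB and CD40 response list.

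The single genes that followed each marker most closely were named by rank. Bhlhe40, a repressor induced in activated lymphocytes, had a rho of 0.437 ± 0.166 with Myc, and the class II gene H2-Aa 0.399 ± 0.159. Mybl1, a transcription factor of GC centroblasts, had −0.331 ± 0.208 with Myc, and −0.213 without FL150216. With Cd69 the highest were Mrps16, a mitochondrial ribosome protein (0.523 ± 0.256), Gpx4, which repairs oxidized lipids (0.516 ± 0.154), and Txnrd1, a thioredoxin reductase (0.487 ± 0.166), and Ighd was among the lowest (−0.286 ± 0.138). Cxcr4 was followed by Nup50, a nuclear pore protein (0.502 ± 0.223), and Dtl, which targets the replication licensing factor Cdt1 for destruction (0.447 ± 0.204). Stap1, an adaptor of B cell receptor signalling, had 0.434 ± 0.0707 with Cd86, and the GTPase Kras 0.417 ± 0.199. Fcer2a was followed by Myo1g, a myosin of lymphocyte membranes (0.465 ± 0.129), and Wnk1 (0.444 ± 0.130), while the acetyltransferase Crebbp had −0.441 ± 0.158. Cr2 was followed by the demethylase Kdm3b (0.385 ± 0.118) and Coro1a, an actin regulator (0.330 ± 0.0959), and the proteasome subunit Psmb4 had −0.417 ± 0.120. Each rank was taken from 3537 eligible genes.

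Most of the cells expressed IgM, and switched cells were chiefly IgG1. Of 75 cells with a class call 48 were IgM (64%, 52.1 to 74.8) and 19 IgG1 (25.3%, 16 to 36.7), and 3 cells had too few heavy chain counts. IgG2b led in 5 cells, and IgG3 in 0 of 75 cells, which allows a share of up to 4%. The leading gene held a median of 96.3% of the heavy chain counts. IgG1 cells made up 8 of 31, 10 of 26 and 1 of 18 cells in FL110216, FL140316 and FL150216. With a class threshold of 80% the IgM share was 48%. Ighd, which naive B cells co-express with Ighm, was present in 20 of 48 IgM cells (41.7%) and 1 of 19 IgG1 cells (5.26%).

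Lambda light chains, which are prominent in antibody responses to NP, were the major light chain by Iglc2 in 11 of 72 cells (15.3%, 7.88 to 25.7). Iglc1 and Iglc3 were not in the table, so this call can miss lambda cells. By Iglc2 alone code FL110216 held 8 of the 11 cells, and the share was 7.14% without it. With Iglv counts added the share was 25.7% of 74 cells, with 10 of 31, 5 of 25 and 4 of 18 cells in FL110216, FL140316 and FL150216. Ighv1-72, the VH186.2 gene of the canonical NP response, led in 6 of the 8 cells with enough Ighv counts. The table holds few Ighv genes, so this share cannot be read as the use of VH186.2 in all cells. Iglv1 was present in 22 of 78 cells (28.2%).

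IgG1 cells were set against IgM cells of the same code to see what accompanied class switching. Most genes had a lower summed CPM in IgG1 cells, and how far the plasmablast and G2/M lists stood below other genes depended on the processing. The comparison used 18 IgG1 and 33 IgM cells in 2 codes, since FL150216 had 1 IgG1 cell. The sums held 8 IgG1 against 19 IgM cells in FL110216, and 10 against 14 in FL140316. A transcript found in few cells is more easily at 0 in the smaller sum. The median of all genes was −0.91 in FL110216 alone and −0.34 in FL140316 alone, so it is not read as a trait of IgG1 cells. The median log2 ratio of the plasmablast and plasma cell list was −2.03, and 5 of 6 members were lower in both codes, as were 36.5% of all genes with a mean of 20 CPM. Irf4, the factor that drives plasma cell fate, was present in 0 of 18 IgG1 and 13 of 33 IgM cells. Mzb1, an endoplasmic reticulum chaperone of antibody-secreting cells, had a log2 ratio of −3.13 ± 0.13 (SD, n = 2 codes). The G2/M list had a median of −1.80, and 12 of its 24 members were lower in both codes, with Ccnb1, the mitotic cyclin, at −2.60 ± 0.25. Mki67 had 0.77 ± 1.24, with a sign that differed between the codes. The other Myc targets had a median of −1.22, with the glycolytic enzyme Ldha at −2.67 ± 0.39, and all 8 translation factors had negative means (median −0.87). Without cells with signs of 2 cells the G2/M median was −0.53, no lower than its random lists (percentile 47.09, all genes −0.51). Mean log values gave −0.53 (percentile 14.35) and −0.73 for the plasmablast and plasma cell list (percentile 15.96), with −0.31 for all genes. Without FL110216 the G2/M median was −1.09 and that of the translation factors −0.41. The median of all genes was −0.67, and IgG1 cells had a median of 2252 detected genes against 2633 in IgM cells. Relative to random lists, with a median of −0.64 for the G2/M list, that list stood at a percentile of 1.95 and the plasmablast and plasma cell list at 10.36. The G1/S and S phase list had −1.39 and 0.17 in the 2 codes (percentile 29.87), and the plasma cell genes of the study −0.30 and 0.10 (percentile 21.97). The median mitochondrial share was 12.3% in IgG1 cells and 9.27% in IgM cells.

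The NF-kB and CD40 response list was the highest against random lists in the same comparison, and it was not stable. Its median log2 ratio was 0.92 (percentile 99.86), with Nfkbia at 1.68 ± 1.0, and was 0.38 and 0.60 in the single codes, but it became −0.47 with no cell filter and −0.088 without cells with signs of 2 cells. The light zone list had a median of 0.01. Among the genes named by rank, Usp42, a deubiquitinase, was present in 4 of 18 IgG1 and 1 of 33 IgM cells. Cdk6, the cyclin D kinase, and Golt1b, a Golgi transport protein, were each present in 0 of 18 IgG1 and 9 of 33 IgM cells. The named genes higher in IgG1 cells were present in a median of 3 IgG1 and 0 IgM cells, and those lower in a median of 0 and 7. Ighg1 itself had a log2 ratio of 4.92 ± 0.55 and Iglc2 of −3.66 ± 2.25.

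**Figure D3:**
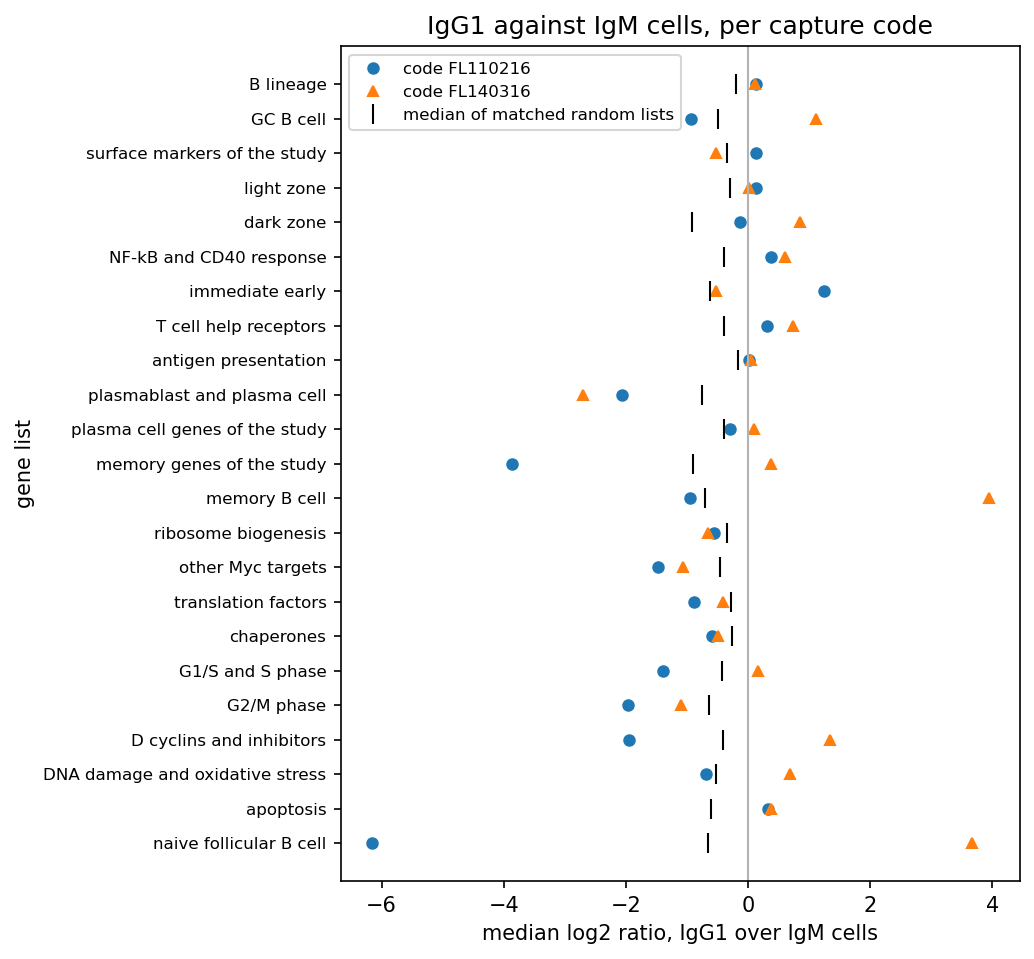
Median log2 ratio of each gene list in IgG1 over IgM cells, with a point for each of 2 codes and a bar for the median of matched random lists. The plasmablast and plasma cell list was below the median of its random lists in both codes.

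Grouping without the listed genes asked whether cells separate into sets without the study's markers. The 5 sets held 24, 18, 13, 12 and 11 cells and were weakly separated, with a mean silhouette width of 0.130. Component 1 took 12.4% of the variance and had a rho of size 0.777 with the number of detected genes. Membership was not stable, with an adjusted Rand index of 0.0708 to 0.807 under the alternatives. Set 3 was highest in growth genes, with a log2 difference from the capture mean of 2.64 for the chaperones (2.75 ± 0.85 over codes), 2.29 for the other Myc targets and 2.09 for the G2/M list. In set 3 Mki67 was present in 11 of 13 cells, Cd69 in 9 and Xbp1, a factor of secretory cells, in 7, and its cells had a median of 4879 detected genes against 2364 in set 1. The median mitochondrial share was 15.6% in set 1 and 4.21% in set 3. Set 3 held 12 IgM and 0 IgG1 cells, and set 1 held 15 and 6. Set 1 was highest in the light zone list (0.67 ± 0.28), with Fcer2a in 21 of 24 cells, Cr2 in 19 and Cd86 in 14. Set 4 was highest in GC B cell genes (1.63), with Myc in 9 of 12 cells. Set 5 had Mki67, Cd69 and Cd86 in 0 of 11 cells, and Ighd in 7 and Klf2, a factor of resting lymphocytes, in 5 of them. It also had the most cells with signs of 2 cells, 4 of 11, against 3 of 13 in set 3. Under the alternatives the shares in set 5 ran from 0 to 41.7% for Mki67, 0 to 50% for Cd69, 0 to 60% for Cd86 and 33.3 to 77.8% for Ighd.

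The captures differed in depth and in the share of cells that passed the filter. Capture medians ran from 651032 to 1617128.5 counts and from 2239 to 3900.5 genes. Cells passing the filter made up 42.9% to 91.7% of a capture. None of 15 depth, gene and class measures had a capture apart from the other 5 by Dixon's test. Myc was present in 40.6%, 34.6% and 60% of cells in FL110216, FL140316 and FL150216, and Cd69 in 46.9%, 23.1% and 40%. Handling stress genes, of which Dnajb1 and Hsph1 were in the table, were present in a median of 19.9% of cells.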

Values the study reported

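The study clustered 205 single cMyc+ GC B cells. It found 678 genes that differed among them at a multigroup P of 0.05 or less and divided the cells into 5 clusters. After 1 cluster had been set aside, 547 genes differed among the remaining clusters, and the surface markers were picked from 76 genes at a stricter P of 0.005. By flow cytometry of cMyc+ GC B cells after sheep red blood cells, the populations with early activation and with CD69 were each 3 to 5% of the compartment. The population with intermediate CD23 was 37 to 53% and the dark zone population 28 to 39%. The CD69 population was 82.9 ± 1.6% light zone by its markers.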

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

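The deposited values, thinned counts, added Iglv counts and regression on detected genes for the grouping were tests chosen only after the data were seen, and the other alternatives were planned. Of the values recomputed under the alternatives, 4198 moved by less than their spread, 547 moved by more and 26 were called values that changed sign. Values that were not called changed sign 218 times and are counted among the first 2 kinds. The share of cells with Myc stayed at 37.9 to 52.6%, the rho of Cd86 and Fcer2a at 0.196 to 0.277, and the median rho of Cd86 with the NF-kB and CD40 response at 0.135 to 0.285. Fcer2a kept its sign with the light zone list (0.190 to 0.311) and the G2/M list (−0.213 to −0.0676). Cxcr4 kept its sign with the memory genes of the study (−0.20 to −0.0843) and the G2/M list (0.0889 to 0.183), and Myc with the translation factors (0.141 to 0.253). The results given ranges here were picked after their values were seen. Cxcr4 with the dark zone list was counted as a main result but had no shared sign over the codes and has no range here. The same holds for Myc with the ribosome biogenesis list and with the other Myc targets. The IgG1 over IgM log2 ratio ran from −3.03 to −0.73 for the plasmablast list and from −1.96 to −0.53 for the G2/M list. Beside matched random lists the plasmablast list stood at percentiles of 2.90 to 26.79. The G2/M list stood at 1.14 to 14.35, and at 47.09 without cells with signs of 2 cells. For the changes between settings listed in this section, the cause was not tested. Depth limits the calls: a transcript absent at 10 CPM may have been missed. Which cells are kept matters too, since the share with Mki67 was 61.1% without the cell filter. Scran itself was not run, and no paired analysis was possible because the labels name no animal.

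With no cell filter, the rho of Cd69 and Cr2 was 0.0824, and the median rho of Cd69 with the dark zone list was −0.0263, of Cd69 with the plasma cell genes of the study 0.156, and of Cr2 with apoptosis 0.0134. The IgG1 over IgM medians were −0.14 for the B lineage, −0.47 for the NF-kB and CD40 response, −0.29 for antigen presentation, −1.52 for the plasmablast list and −0.39 for apoptosis. The adjusted Rand index with the 5 sets was 0.365. With 2000 or more detected genes, Cd69 and Cr2 had −0.230, Cd86 and Fcer2a 0.196, and Cd69 with the plasma cell genes of the study 0.253. The IgG1 medians were 0.65 for NF-kB, −0.17 for antigen presentation, −3.03 for the plasmablast list and −1.63 for the other Myc targets, and the index was 0.562.

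Without cells with signs of 2 cells, Cd69 and Cr2 had 0.0153, Cd69 with the plasma cell genes of the study 0.306, and the VH186.2 share was 100%. The IgG1 medians were −0.088 for NF-kB, −0.069 for antigen presentation and −0.53 for G2/M, and the index was 0.267. With no centring, Cd69 and Cr2 had −0.0410, Cd69 with the plasma cell genes of the study 0.214, and Cr2 with apoptosis 0.0170, with an index of 0.259. Pearson's r gave 0.264 for Cd69 with the plasma cell genes of the study and 0.190 for Cr2 with the light zone list. With detected genes regressed out, Cd69 had 0.205 with the plasma cell genes of the study, −0.0328 with memory B cell, −0.0485 with G1/S and S phase, −0.0121 with G2/M and −0.0610 with DNA damage and oxidative stress, and Cd86 with NF-kB had 0.135. The index was then 0.0708, and set 3 minus set 1 was 0.72 for the other Myc targets, −0.96 for the plasmablast list, −1.31 for G2/M and −0.61 for G1/S and S phase.

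With the deposited values, the median total was 1747780.3, Cd69 with the plasma cell genes of the study had 0.114, and Cr2 with Rpl37a −0.102. The IgG1 medians were 0.27 for NF-kB and −0.48 for apoptosis, and the index was 0.306. With pooled size factors, the IgG1 median for NF-kB was 1.12, the index 0.333, and set 3 minus set 1 in other Myc targets 1.99. TMM gave an index of 0.512, 1000 variable genes 0.404, the fixed lists kept 0.465 and thinned counts 0.436. A pseudocount of 10 gave IgG1 medians of −1.49 for the plasmablast list, −0.81 for other Myc targets and −1.13 for G2/M. Mean log values gave −0.056 for the B lineage, 0.19 for NF-kB, −0.030 for antigen presentation, −0.73 for the plasmablast list, −0.69 for other Myc targets and −0.53 for G2/M. A class threshold of 80% gave 48% IgM cells and −1.98 for other Myc targets, and the squared coefficient of variation kept 2 of the 25 variable genes.

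Leaving out 1 code at a time gave a median total of 1068087.5 to 1221862, 15 to 20 of the variable genes, a lambda share of 7.14 to 19.1% and an index of 0.264 to 0.519. Median rho ranged from 0.155 to 0.212 for Cd69 with the plasma cell genes of the study, −0.0811 to 0.00579 for Cxcr4 with NF-kB, −0.0369 to 0.00509 for Fcer2a with immediate early, −0.00410 to 0.118 for Fcer2a with the heavy chain constant list, and 0.136 to 0.175 for Cr2 with the light zone list. IgG1 medians ranged from 0.38 to 0.92 for NF-kB, −2.70 to −2.03 for the plasmablast list and −1.96 to −1.09 for G2/M. Set 3 minus set 1 in other Myc targets ranged from 2.04 to 3.30.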

Other observations

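The tests of the factor pattern, of depth and of RNA quality in cells of overlapping range, of the 3 lists taken alone and of Ighd were chosen only after the result was seen. IgM cells differed in whether Ighd accompanied Ighm. Naive B cells co-express both from 1 transcript, and Ighd is lost as GC B cells mature. Among 48 IgM cells, Fcer2a was present in 17 of 20 cells with Ighd (85%) and in 18 of 28 without (64.3%), Cr2 in 17 and 17, and Myc in 9 and 14. Klf2, a factor of resting lymphocytes, was present in 5 cells with Ighd and 1 without, and Sell in 2 and 3.

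Sex-linked transcripts followed the capture code. Xist, the transcript of the inactive X chromosome, was present in 29 of 32 cells in FL110216 and in 0 of 26 and 0 of 20 in FL140316 and FL150216. At least 1 of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty was present in 0, 11 and 14 cells. By these transcripts the cells of FL110216 were female and those of the other codes male, so the codes hold cells of more than 1 mouse. A difference between FL110216 and the other codes is therefore also a difference in sex. Ddx3y among the genes negative with Cxcr4 (−0.321) was ranked within codes, with no cells with Ddx3y at 10 CPM in FL110216. No cell had both Xist and Y-linked transcripts.

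Beside the study's 5 clusters, the alternatives to 5 sets changed the membership, so the number of sets here was taken from the study and not found in these cells. The flow shares of the study were measured on protein after another antigen and have no counterpart here. After the filter 78 cells were analysed here. This number is lower than the number of cells the study clustered, and the labels do not say why the table holds fewer.

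The deposited values were not whole numbers. After division by the repeated factors 100% of values were whole, which fits per-library factors that ran down the genes instead of along the libraries. The logarithm of the factors had an r of −0.650 with that of the detected genes at the best of 8 starting positions, against −0.184 at the next. Counts estimated from reads shared between genes would give no repeating step, and 100% of gene pairs 1 period apart had the same step, which argues against that source. How the file came to be written remains open.

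Set 3 exceeded set 1 in Hsp90 and other chaperones, in Myc targets and in translation genes. The chaperone difference of 4.39 on the log2 scale ran from 0.20 with detected genes regressed out to 5.04 with no cell filter, and that of the other Myc targets from 0.72 to 4.04. Thinning every cell to 321481 counts decides nothing about depth, as it shifted the difference of no gene by more than 1.07, and 2.20 was needed. In the 4 cells of set 3 and 8 of set 1 with 1065790 to 1877136 counts, each of the 4 list differences was at least 0.989 times that in all cells, with 3.23 for the other Myc targets (SD over cells 1.63) and 4.98 for the chaperones. This argues against total counts as the whole cause in these few cells. It does not speak to detected genes, which the range of totals does not match. The sets were formed on these cells' own expression, and component 1 had a rho of size 0.777 with detected genes. Poorer RNA in set 1 stays open: its median mitochondrial share was 15.6% against 4.21% in set 3, and among the 2 cells of set 3 and 6 of set 1 with 6.17 to 9.80% the list differences were 0.104 to 0.712 times those in all cells, too few cells to decide. Among IgM cells alone (12 and 15) the chaperone difference was 4.16. More detected genes of every kind may account for the ribosome biogenesis genes, at a percentile of 68.94 among random lists. The translation factors stood at 98.26, the other Myc targets at 99.89 and the chaperones at 100. For these 3 lists it is left open, as the chaperone and other Myc target differences were 0.20 and 0.72 with detected genes regressed out. The light zone list was lower in set 3 (−0.90), while random lists were higher by 2.03. Cells with signs of 2 cells were 7.69 percentage points more frequent in set 3 than in all other sets together (23.1% against 15.4%), and with 13 cells in the set this cannot be told apart from a difference by chance. The other sets include set 5, where they were 4 of 11 cells. No biological explanation was tested, since all cells belong to 1 group.

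Ighd ran against division genes. Its median rho with the G2/M list was −0.233, with 23 of 24 members negative, and −0.336, −0.0813 and −0.261 in the codes, and Mki67 was present in 5 of 20 IgM cells with Ighd (25%) against 19 of 28 without (67.9%), and Top2a in 6 against 21. Resting IgD-bearing B cells in the sort may contribute, although the sort selected CD38low CD95+ cells with cMyc-GFP, and single genes go both ways: Klf2 (5 of 20 against 1 of 28) and Aicda (4 against 9) lean towards resting cells, while Pcna (14 against 16), Bcl6 (7 against 10) and Myc do not. The rho of Ighd with the number of detected genes was −0.111 ± 0.365 over codes, with a median of 2711.5 genes in IgM cells with Ighd against 3361.5. In FL110216, FL140316 and FL150216 that rho was −0.0280, 0.205 and −0.510. Random lists for the G2/M list had a median rho of −0.0932 with Ighd, and the list stood at percentile 0. In FL110216 these values argue against fewer detected genes as the whole cause, which stays open for the other codes. For resting cells in the sort, the value set as the test was the median rho of Ighd with the G2/M list. That is the pattern itself, so it cannot decide. No other biological explanation was tested, since the design names no group of cells.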
